A study of Mus musculus with 123 samples. Its data were reported in "Emerging cooperativity between Oct4 and Sox2 governs the pluripotency network in early mouse embryos" (2025).

How the data were processed

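Transcripts were measured in single mouse embryos or isolated inner cell masses (ICMs), 1 library each, from 48 Ctrl, 48 KO and 27 MWT embryos. The sequencing was enriched for 3′ ends, and each molecule carried a unique molecular identifier (UMI), a random tag that lets copies made by PCR be counted once. Per the study's methods, the authors extracted the UMIs with UMI-tools, trimmed poly-A with Cutadapt, aligned the reads to mm10 with TopHat2 using GENCODE vM23 transcripts, assigned them to genes with featureCounts and estimated unique transcripts with TRUmiCount. Whether featureCounts used the strand is not stated, so a gene that overlaps another is uncertain to the extent that reads were shared. The first deposited table holds the resulting counts, as whole numbers of UMIs for 29,022 genes, without normalization. The second deposited table holds rlog values made by the authors with DESeq2, a regularized log2 scale adjusted for size factors, for 15,747 genes. Detection in at least 0.5 of the embryos of at least 1 stage, the filter given in the methods, left 13,923 genes over all embryos, all of them in the rlog table. The rule behind the larger number there is not known, and 46 of its genes had no UMI in any embryo. The ERCC spike-ins added to the libraries were not used here, and the chromatin and imaging parts of the study were not analysed here.

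Gene identifiers, symbols and mm10 coordinates were used as the tables give them, with starts shifted to 1-based positions. The reference annotation at hand was GENCODE vM21. It held 28,982 of the 29,022 identifiers, 28,791 of them at the same position and 28,337 under the same symbol, and it served only to list overlapping genes and pseudogenes of the genes named. Among these 29,022 genes, 1,124 had no UMI in any embryo, and 12 symbols stood on more than 1 line.

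Groups were taken from the sample labels: line (Oct4 or Sox2), genotype (Ctrl, KO or MWT) and stage (morula, early ICM or late ICM). For the Oct4 MWT early and late ICMs the title and the source name disagree on the stage, and the stage in the title was used. Total UMIs per embryo ran from 525,755 to 1,344,035. A gene at 1 CPM is therefore represented by about 1 UMI in an embryo, and intervals of ratios of UMI sums were computed at the 95% level with the exact Poisson test of R. They cover counting error only. A group with 0 UMIs was given a floor of 3 UMIs over the whole group. Embryos were compared within groups for duplicates: over 416 pairs, the lowest chi-square per gene between the counts of 2 embryos was 2.63 and the median 5.34, so no pair had the near-equal counts of 1 library entered again. At least 10 UMIs of Y-linked genes were found in 58 embryos, and fewer in 65.

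The following choices were made before the data were examined: the groups, the tests and thresholds, the embryos in each fit, the 9 gene lists, the rule for naming genes, and the alternative settings except for 1 that is named where it is used. Genes detected in at least 0.5 of the embryos of at least 1 stage were tested, which gave 14,053 genes over the 96 Ctrl and KO embryos in 12 groups and 13,923 genes over all embryos, MWT included, in 16 groups. Counts were scaled with TMM and fitted by group with edgeR 4.0.16 in R 4.3.3 (estimateDisp, glmQLFit, glmQLFTest, no covariates). The fit of 96 embryos served every comparison of Ctrl and KO embryos, and the fit of all embryos the comparisons with MWT embryos. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. The standard error (SE) of a log2 fold change was taken as its absolute value divided by the square root of the F statistic of the test. Differences in KO effect between lines or stages were tested as interaction contrasts in the same fit. Every adjusted p of a gene in the text comes from this edgeR fit unless another tool is named.

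The genes named are Pou5f1 and Sox2, the genes of 4 lists taken from the study's text (pluripotency, trophectoderm, metabolism and Sox family), and for each KO comparison the 3 lowest and the 3 highest log2 fold changes among called genes with a mean of at least 20 CPM in the higher group and with every KO embryo on the same side of the Ctrl median. That rule passed over predicted genes, Riken clones, numbered pseudogenes and genes already named. Sox2 in Sox2-KO morulae is also the only gene called there. The other 5 lists were naive pluripotency, trophectoderm, primitive endoderm, MAPK targets and Y-linked genes. No gene is in more than 1 list. List tests were camera with a preset correlation of 0.01, camera with an estimated correlation, and fry, from limma 3.58.1 on log2 CPM with a prior count of 2, adjusted over the 36 tests of 9 lists in the 4 ICM comparisons and over the 18 tests in the 2 morula comparisons. Genes that rose from morula to early ICM were called in the Ctrl embryos of one line and tested in the KO embryos of the other line, because a set drawn from the same Ctrl embryos shares their chance values. Principal components were computed from log2 CPM of the 500 most variable tested genes over all embryos.

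The alternatives were DESeq2 1.42.0, limma on the deposited rlog values, DESeq2 size factors or totals in place of TMM, no filter, at least 10 CPM in at least 8 embryos, the groups of a comparison alone, all embryos including MWT, no fold-change minimum, counts thinned to the lowest total, Y-linked expression as a covariate, the replicate number or the label set of late ICMs as a block, and leaving out each embryo in turn. Each comparison was also repeated on 100 splits of the same embryos, the real one included, fitted on the groups of the comparison alone, so the count that other splits had to reach is the one from that fit and not the one from the fit of all groups. The fits were tested on simulated data, in which 200 of 14,053 genes were changed. All simulated changes were well above the fold-change minimum, in genes above a minimum CPM in Ctrl embryos, and the spread was the one fitted by edgeR. Recovery of changes near the minimum is therefore not known. For counts drawn as in Oct4-KO late ICMs, edgeR recovered 94% of them with 5 false calls, and for counts drawn as in Sox2-KO morulae it recovered 96.5% with 3 false calls.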

Results

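Single-embryo transcriptomes were collected to ask what the transcription factors Oct4 (gene symbol Pou5f1) and Sox2 do as the mouse inner cell mass forms and matures. The embryos came from 2 lines, 68 from the Oct4 line and 55 from the Sox2 line. KO embryos lacked both the maternal and the zygotic gene. Ctrl embryos lacked the maternal gene and carried 1 intact paternal allele, and MWT embryos came from mothers with the gene intact. Morulae (E2.75) were whole embryos. Early ICMs (E3.75) and late ICMs (E4.5) had been cultured with a MEK inhibitor and freed of trophectoderm by immunosurgery, so stage, culture and isolation changed together. Each line had 8 Ctrl and 8 KO embryos per stage. The MWT groups held 7 morulae, 5 early ICMs and 8 late ICMs of the Oct4 line and 7 early ICMs of the Sox2 line. For the Oct4 MWT early and late ICMs, the stage is the one in the sample titles, and the source names give an earlier one. The labels also give no MEK inhibitor for the 5 Oct4 MWT early ICMs, unlike the other ICMs.

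Depth fell with stage in both lines. In units of kilo-UMIs (kUMIs), Oct4 Ctrl embryos had 984 ± 60.6 as morulae, 852 ± 46.2 as early ICMs and 668 ± 93.7 as late ICMs (mean ± SD, n = 8). In Oct4-KO embryos the totals were 1009 ± 105, 870 ± 56.5 and 750 ± 78.0 kUMIs. Sox2 Ctrl embryos had 1106 ± 133, 929 ± 83.4 and 861 ± 61.5 kUMIs, and Sox2-KO embryos had 1070 ± 108, 924 ± 81.7 and 811 ± 109. The MWT embryos of the Oct4 line had 970 ± 90.8 (n = 7), 954 ± 106 (n = 5) and 665 ± 103 (n = 8) kUMIs, and the Sox2 MWT early ICMs had 812 ± 75.8 (n = 7). The shallowest library, a late ICM labelled Oct4 Ctrl 2-1, still held 12,509 detected genes.

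The targeted genes were examined first in every embryo, as a check of the labels. Pou5f1 (ENSMUSG00000024406, mm10 chromosome 17, 35506018 to 35510772, plus strand) lies over the antisense gene Gm19553. In Oct4 Ctrl embryos it was at 21.1 ± 5.09, 77.7 ± 13.1 and 43.8 ± 13.4 CPM in morula, early and late ICM (mean ± SD, n = 8 each). The 8 Oct4-KO embryos together held 3, 7 and 1 Pou5f1 UMIs at these stages, against 163, 550 and 236 in Ctrl. The depth-corrected ratios were 1.86% (exact Poisson interval 0.381% to 5.55%), 1.31% (0.523% to 2.71%) and 0.403% (0.0101% to 2.26%), and all 8 KO embryos lay below the Ctrl median at each stage. In early ICMs the fall was -6.07 ± 0.35 on the log2 scale (SE, adjusted p 1.28e-27).

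Sox2 (ENSMUSG00000074637, chromosome 3, 34650405 to 34652461) lies within Sox2ot on the same strand, so its counts are uncertain to the extent that reads from that transcript were assigned to it. Sox2 Ctrl embryos had 13.7 ± 8.41, 106 ± 38.6 and 174 ± 62.8 CPM of Sox2 in morula, early and late ICM (mean ± SD, n = 8 each). Sox2-KO embryos kept 1.56 ± 1.17, 24.3 ± 10.3 and 16.7 ± 7.71 CPM. As ratios of the UMI sums this was 11.8% (6.27% to 20.6%), 23.2% (19.6% to 27.4%) and 9.69% (7.89% to 11.8%), and all 8 KO embryos lay below the Ctrl median at every stage. The log2 fold changes were -2.97 ± 0.55 (SE, adjusted p 0.00549), -2.12 ± 0.31 (adjusted p 2.92e-07) and -3.35 ± 0.32 (adjusted p 8.05e-14). The morula value rested on 1 embryo for its significance: without the Sox2 Ctrl morula numbered 14, the log2 fold change was -2.68 and the adjusted p 0.103 in edgeR, while DESeq2 still called Sox2 there (adjusted p 0.000743). With counts thinned to the lowest total the log2 fold change of Sox2 was -3.11 with an adjusted p of 0.246, the highest of the alternatives, and the lowest was 1.04e-05 with DESeq2.

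Each factor's gene was also read in the other line. Sox2 was not called in Oct4-KO morulae (0.01 ± 0.34 log2, SE) or early ICMs (0.31 ± 0.27, adjusted p 0.446), and lower in Oct4-KO late ICMs (-1.62 ± 0.27, adjusted p 1.03e-06, below the Ctrl median in 8 of 8 embryos). Pou5f1 was not called in any Sox2-KO comparison, with log2 fold changes of 0.12, -0.08 and 0.07 in morula, early and late ICM.

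**Figure D1:**
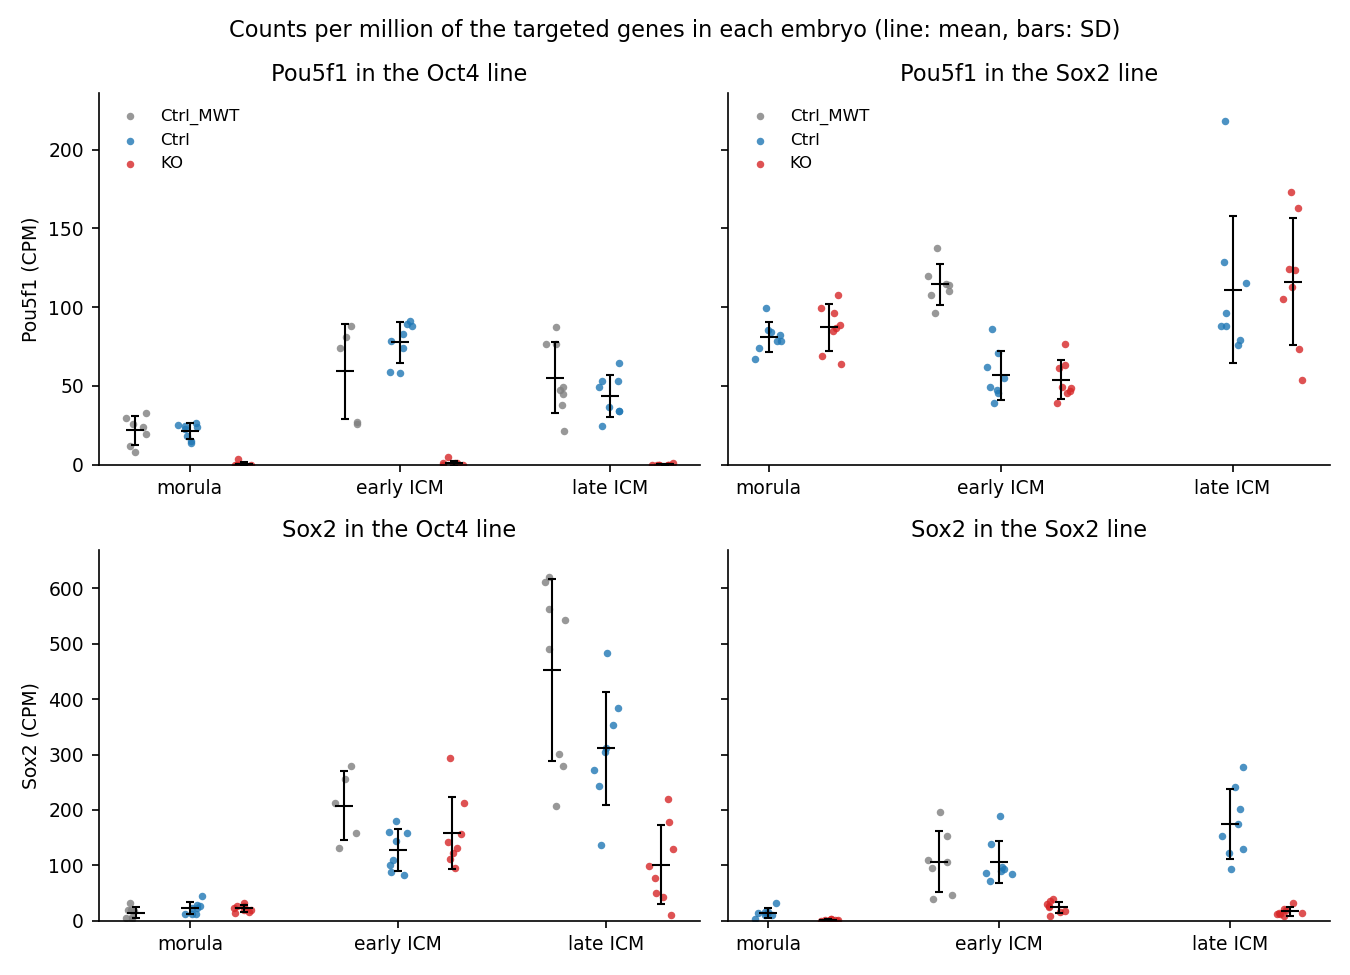
UMI counts scaled to each embryo's total (CPM) of Pou5f1 (top) and Sox2 (bottom) in each embryo of the Oct4 line (left) and the Sox2 line (right), by stage; points are embryos, the horizontal line is the mean and the bars are the SD. Pou5f1 sums to 1 to 7 UMIs in the Oct4-KO groups, while Sox2-KO early ICMs keep 24.3 CPM of Sox2 on average.

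The first 2 principal components held 60.9% of the variance of the 500 most variable genes (PC1 51.0%, PC2 9.85%). With 2000 genes, the alternative that moved it most, the share was 53.8%. PC1 followed stage: Oct4 Ctrl embryos averaged -36.0 as morulae, 10.9 as early ICMs and 30.1 as late ICMs, and Sox2 Ctrl embryos -33.6 as morulae and 29.7 as late ICMs, with the early ICMs between 4.35 and 29.6. PC2 set the Oct4-KO ICMs apart. They averaged 20.9 ± 3.59 (SD) in early and 32.1 ± 2.19 in late ICMs, against -1.58 ± 2.67 and -2.63 ± 3.61 in the matched Ctrl groups. On PC1 the Oct4-KO late ICMs averaged 6.15 ± 7.18, below the Oct4 Ctrl late ICMs. Sox2-KO early ICMs averaged 19.4 on PC1 and 3.00 on PC2, against -9.49 on PC2 in their Ctrl group.

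**Figure D2:**
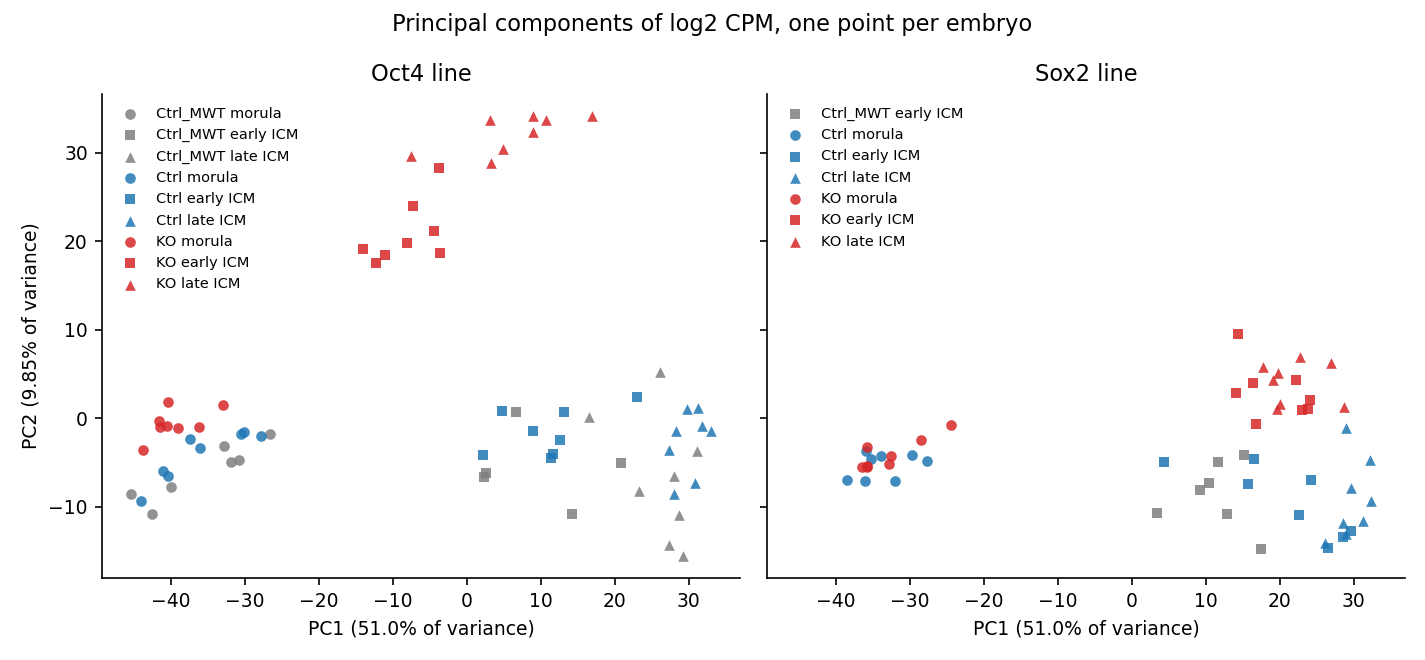
Scores of each embryo on PC1 (horizontal, 51.0% of variance) and PC2 (vertical, 9.85%), without units, for the Oct4 line (left) and the Sox2 line (right); colour gives the genotype and marker shape the stage. Oct4-KO ICMs sit at high PC2, with group means of 20.9 and 32.1, and Ctrl and MWT embryos of a stage overlap on PC1.

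The number of genes that depended on each factor was counted by comparing KO with Ctrl embryos within a line and stage, over 14,053 genes. In Oct4-KO embryos edgeR called 113 genes in morulae (25 higher, 88 lower), 1529 in early ICMs (670 higher, 859 lower) and 2544 in late ICMs (1300 higher, 1244 lower). These are 0.804%, 10.9% and 18.1% of the genes tested. In Sox2-KO embryos it called 1 gene in morulae, Sox2 itself, 459 in early ICMs (221 higher, 238 lower) and 977 in late ICMs (469 higher, 508 lower), or 3.27% and 6.95% of the genes tested in the ICMs. At an unadjusted p under 0.05 there were 618 genes in Sox2-KO morulae, fewer than chance alone would give, and DESeq2 called the same single gene. Dropping the fold-change minimum added the most genes, with 2950 in Oct4-KO early ICMs and 4450 in Oct4-KO late ICMs, while limma on the rlog values, a shrunken scale, gave 611 and 1236. In Oct4-KO morulae the replicate number as a block moved the count most, to 282. In Sox2-KO late ICMs the embryos that enter that block, fitted without it, gave 321, a setting chosen after the data were seen. DESeq2 on the UMI counts gave 1463 and 2393, of which 1400 and 2348 were among the genes called by edgeR. Scaling by totals alone kept the count in Sox2-KO late ICMs at 1007 but moved the split to 379 higher and 628 lower. Late ICMs fall into 2 label sets by the first digit of their numbers, and with the set as a block 2342 and 894 genes were called in Oct4-KO and Sox2-KO late ICMs.

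**Figure D3:**
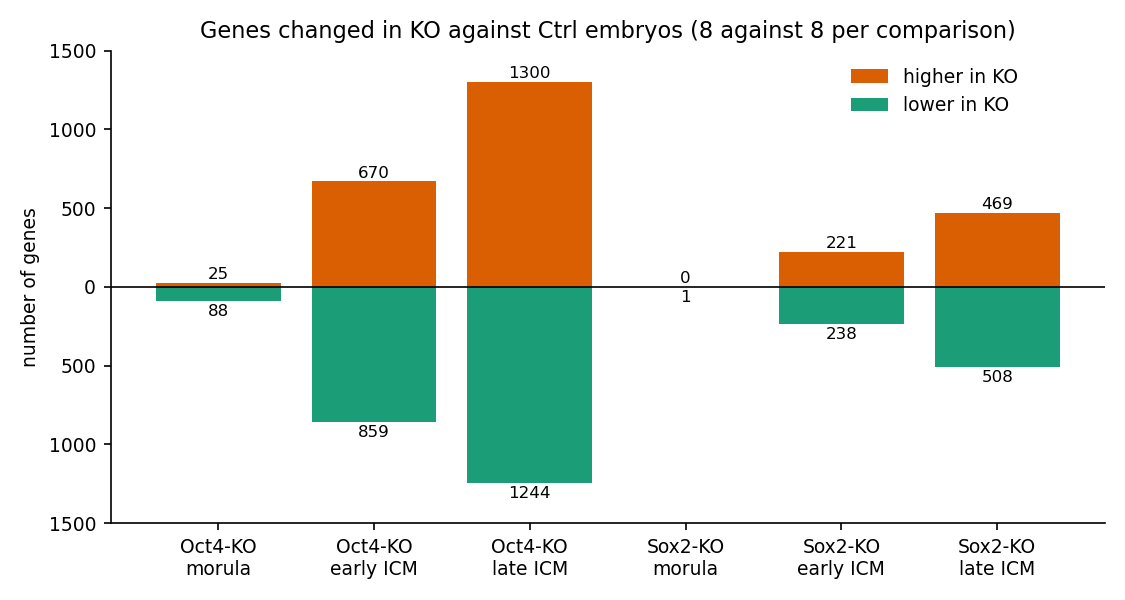
Number of genes called in KO against Ctrl embryos (vertical axis; higher in KO above 0, lower below 0) for the 6 comparisons of 8 KO with 8 Ctrl embryos. Counts rise from 113 to 2544 with stage in the Oct4 line and from 1 to 977 in the Sox2 line.

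The genes with the largest changes were named by the same rule in each comparison. In all of these, the 8 KO embryos lay on 1 side of the Ctrl median. In Oct4-KO morulae the lowest were Sfrp1 (log2 fold change -2.80 ± 0.33, SE), Ezr (-2.45 ± 0.46) and Csta1 (-2.15 ± 0.55), with adjusted p of 4.79e-10, 0.000508 and 0.0207. The highest were Tead3 (2.21 ± 0.45), Hand1 (1.54 ± 0.42) and Tinagl1 (1.47 ± 0.33), with adjusted p of 0.00113, 0.0357 and 0.00495. Ezr overlaps Sytl3. DESeq2 did not call Hand1, and Csta1 was not called with thinned counts or with MWT embryos in the fit. In Oct4-KO early ICMs the lowest were Hnf4a, Gdf3 and Fam25c, which held 1, 3 and 3 UMIs over the 8 KO embryos against 268, 342 and 315 in Ctrl. The ratios were 0.383% (exact Poisson interval 0.00966% to 2.15%), 0.900% (0.185% to 2.65%) and 0.978% (0.201% to 2.88%). Hnf4a overlaps genes on both strands, among them Hnf4aos. The highest in these embryos were Car4 (4.14 ± 0.55, adjusted p 3.22e-09), Lrp2 (3.31 ± 0.41, adjusted p 4.37e-10) and Pianp (3.11 ± 0.57, adjusted p 1.27e-05).

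In Oct4-KO late ICMs Mal, Pcdh19 and Kit had 0 UMIs in all 8 KO embryos, against 152, 133 and 133 in Ctrl. With the floor of 3 UMIs over the group they were at least 54.6-fold, 46.5-fold and 45.6-fold lower. Alppl2 rose by 5.49 ± 0.57 (log2, SE, adjusted p 1.11e-13) and Mycbpap by 4.83 ± 0.53 (adjusted p 1.55e-12). Slc6a13 rose from 3 UMIs in the Ctrl group to 140 in the KO group, a ratio of 4434% (1486% to 21758%). In Sox2-KO early ICMs the lowest were Fgf10 (-4.53 ± 0.60, adjusted p 2.10e-08), Syt9 (-3.96 ± 0.53, adjusted p 2.68e-08) and Lifr (-3.42 ± 0.67, adjusted p 0.000164). The highest were Obsl1 (3.30 ± 0.42, adjusted p 9.58e-09), Cck (3.26 ± 0.48, adjusted p 5.08e-07) and Id2 (3.25 ± 0.54, adjusted p 8.38e-06). In Sox2-KO late ICMs Cyp2b23 held 2 UMIs in KO against 216 in Ctrl, a ratio of 1.06% (0.127% to 3.87%). Slc7a3 fell by 5.35 ± 0.66 (adjusted p 8.83e-10) and Rbmxl2 by 4.58 ± 0.55 (adjusted p 2.92e-10), while Osr2 rose by 4.30 ± 0.61 (adjusted p 4.52e-08), Mlxipl by 3.31 ± 0.39 (adjusted p 1.12e-10) and Acsbg1 by 2.99 ± 0.39 (adjusted p 3.43e-09).

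Gene lists asked whether pluripotency and trophectoderm programmes moved as groups. The pluripotency list from the study's text (12 genes) had a median log2 fold change of -2.295 in Oct4-KO early ICMs (camera adjusted p 6.31e-21), with 11 genes called lower over all genes tested and 11 adjusted over the list alone. The only member not called was Nanog (0.30 ± 0.23). In Oct4-KO late ICMs the median log2 fold change was -3.11 (camera adjusted p 6.31e-21) with 12 called lower by both counts. In Sox2-KO early and late ICMs the medians were -1.18 (8.16e-15, 6 called lower) and -1.65 (2.31e-18, 9 called lower), with 6 and 9 adjusted over the list alone. Utf1, Klf2, Prdm14, Pecam1, Il6st and Sap30 were called lower in all 4 ICM comparisons, except that Prdm14 in Sox2-KO early ICMs was not with thinned counts and Pecam1 in Oct4-KO late ICMs was not with limma on the rlog values. Since these genes were chosen by the study on these embryos, neither the tests of this list nor its counts are independent evidence. The longer list of naive pluripotency genes (30 tested) also shifted down. Its medians were -0.70 and -0.86 in Oct4-KO early and late ICMs and -0.33 and -0.31 in Sox2-KO ones (camera adjusted p 1.21e-13, 5.53e-14, 2.91e-09 and 7.06e-09). It had 11, 15, 10 and 11 genes called lower, and 12, 15, 10 and 11 adjusted over the list alone. All 12 genes of the first list and 29 of the second had at least 20 CPM in a Ctrl ICM group. In Oct4-KO morulae the medians of these lists were -0.35 and -0.31 (camera adjusted p 0.0236 and 0.00132), with 1 and 2 genes called lower and as many adjusted over the list alone. Leaving out 1 gene of each list with at most 3 UMIs in both groups gave -0.31 and -0.27. With the estimated correlation neither was past the threshold (adjusted p 0.252 and 0.112), and under fry the second alone was (0.0592 and 0.00835).

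With the preset correlation, the 7 trophectoderm genes from the study's text were shifted up as a list in all 4 ICM comparisons. The shift in Oct4-KO early ICMs was the least certain. There 5 of the 7 had a log2 fold change above 0, against all 7 in the others. The medians were 0.48 and 1.34 in Oct4-KO early and late ICMs and 1.37 and 0.80 in Sox2-KO ones (camera adjusted p 0.0150, 3.84e-06, 7.79e-09 and 5.16e-06). Of them 2, 6, 4 and 3 were called higher, the same numbers as when adjusted over the list alone. Gata3 and Eomes were called higher in all 4, and Klf5 in Oct4-KO late ICMs alone. At 1.00 ± 0.16 Klf5 sat on the fold-change minimum there, and DESeq2 (log2 fold change 1.00) and most other alternatives no longer called it. The trophectoderm list of 25 genes had medians of 0.55, 1.81, 1.29 and 0.10 in the same order (camera adjusted p 0.000484, 1.59e-07, 1.79e-06 and 0.410). It had 8 higher and 2 lower calls in Oct4-KO early ICMs, 17 and 0 in Oct4-KO late ICMs, 7 and 1 in Sox2-KO early ICMs and 4 and 3 in Sox2-KO late ICMs. Adjusted over the list alone these were 8 and 2, 17 and 0, 11 and 1, and 4 and 4. In the last group the mean of the list was -0.03, opposite in sign to the median. A shift of all genes by -0.09 under scaling by totals alone is of the same size there, so no direction is read from it. Leaving out 2 genes with at most 3 UMIs in both groups gave early ICM medians of 0.59 and 1.31. Of the 25 genes, 18 had at least 20 CPM in a Ctrl ICM group, as had 6 of the 7. With the estimated correlation, the calls of both trophectoderm lists in Oct4-KO early ICMs were lost (adjusted p 0.148 and 0.160) and the others held. All calls with the preset correlation held under fry in the ICMs.

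The 8 metabolic genes from the study's text differed between the lines. They had a median of -2.06 in Oct4-KO early ICMs (camera adjusted p 1.57e-08, 8 of 8 called lower) and -1.34 in Oct4-KO late ICMs (1.77e-05, 5 called lower). In Sox2-KO early and late ICMs the medians were 0.36 and -0.08, not past the threshold (0.306 and 0.802). Adjusted over the list alone, 8 and 5 genes were lower in the Oct4-KO ICMs, 1 gene was higher in Sox2-KO early ICMs, and 1 was higher and 1 lower in Sox2-KO late ICMs, where the same numbers were called over all genes. The 27 genes of these 3 lists were all taken from the study's text, and 7 of the 8 metabolic ones had at least 20 CPM in a Ctrl ICM group. The study named the metabolic genes as activated by Oct4 in these same embryos. A fall in Oct4-KO ICMs therefore follows from the choice, and the tests of this list are not independent evidence. Pck2 and Ldha held 3 UMIs each in the Oct4-KO early ICMs, at 1.92% (0.393% to 5.73%) and 3.50% (0.708% to 10.6%) of Ctrl. By their names, 2 annotated pseudogenes derive from Ldha, and Pck2 overlaps Gm10876. Mgst2 changed by -1.82 ± 0.48 in Oct4-KO early ICMs (adjusted p 0.00263, 8 of 8 embryos below the Ctrl median). It changed by 2.38 ± 0.58 in Sox2-KO late ICMs (adjusted p 0.00197, 8 of 8 above). These opposite directions come from groups that differ in both line and stage, so they are not assigned to the line.

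The remaining lists were not past the threshold with the preset correlation in any ICM comparison. Primitive endoderm genes (17 tested) had medians of -0.79 and -1.40 in Oct4-KO early and late ICMs (camera adjusted p 0.0712 and 0.0794, fry 0.0187 and 0.00396) and -0.08 and -0.29 in Sox2-KO ones, where the test pointed up in the early ICMs against the sign of the median. They had 3 higher and 6 lower calls in Oct4-KO early ICMs, 2 and 10 in Oct4-KO late ICMs, 1 and 0 in Sox2-KO early ICMs and 0 and 2 in Sox2-KO late ICMs, and adjusted over the list alone 3 and 8, 2 and 10, 1 and 0, and 0 and 3. Of the 17, 15 had at least 20 CPM in a Ctrl ICM group. MAPK targets (9 tested) had medians of -0.50, -0.63, 0.34 and -0.03, and in the last group the mean was 0.17 and the test pointed up. Their calls were 2 higher and 2 lower in both Oct4-KO ICM groups, 0 and 1 in Sox2-KO early ICMs and 2 and 1 in Sox2-KO late ICMs, and adjusted over the list alone 2 and 2, 2 and 2, 1 and 1, and 3 and 1. Y-linked genes (4 tested) had medians of 0.15, -1.80, -0.37 and -0.98, with 1 of them called lower in Oct4-KO late ICMs by either adjustment, where 2 of 8 embryos had at least 10 Y-linked UMIs against 5 of 8 in Ctrl. Of the Sox family list only Sox15 passed the filter, with log2 fold changes of 0.25, 0.57, -0.23 and 0.01. Sox1, Sox3 and Sox18 were below the detection filter. In morulae the other list tests were not past the threshold. The primitive endoderm list had a median of 0.16 in Oct4-KO morulae and 0.0017 with genes at their bound, while its mean (-0.31) and its test pointed down. The mean and the median also differed in sign for the 7 trophectoderm genes in Oct4-KO morulae (-0.12 and 0.04) and for primitive endoderm and MAPK genes in Sox2-KO morulae, and the test pointed down against a median above 0 for naive pluripotency and MAPK genes in Sox2-KO morulae.

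**Figure D4:**
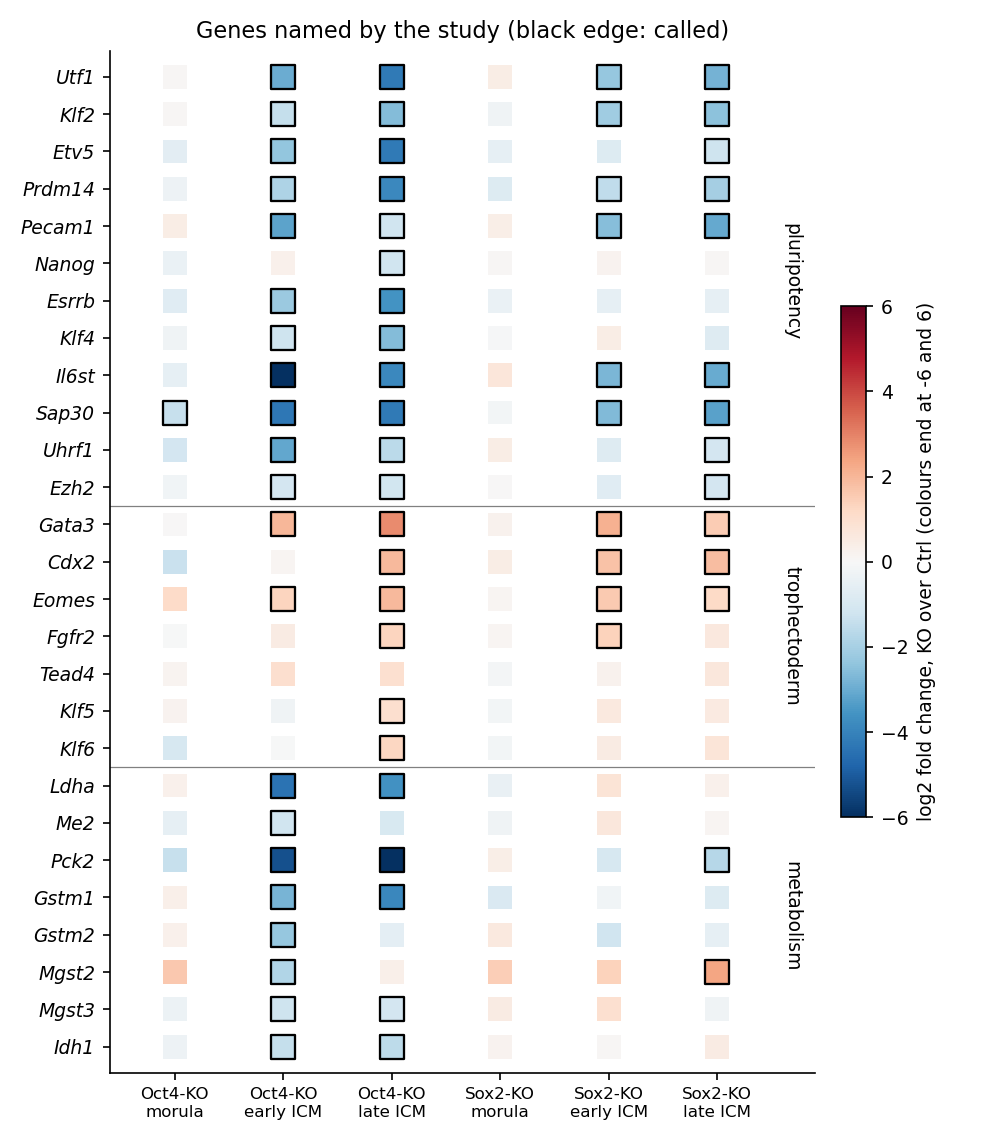
Log2 fold change of KO over Ctrl (colour, ending at -6 and 6) for the 12 pluripotency, 7 trophectoderm and 8 metabolic genes from the study's text (vertical) in the 6 comparisons (horizontal); a black edge marks a called gene. In Oct4-KO late ICMs all 12 pluripotency genes are lower and 6 of the 7 trophectoderm genes are called higher; in Oct4-KO early ICMs the fitted values of Il6st, Ldha, Pck2 and Gstm2 rest on 1 to 3 UMIs in the KO group.

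The KO effects of the lines were compared directly. In early ICMs 173 genes were called in the same direction in both lines (57 higher, 116 lower) and 16 in opposite directions. By chance 49.9 of the 1529 and 459 genes would be called in both (Fisher's exact test, odds ratio 6.40, p 7.40e-66). In late ICMs 546 genes moved the same way (213 higher, 333 lower) and 25 the opposite way, against 177 expected (odds ratio 7.91, p 1.91e-191). The shared genes were 37.7% and 55.9% of the Sox2-KO calls. Across all genes, which are not independent replicates, the log2 fold changes of the lines correlated at r = 0.22 in early and 0.44 in late ICMs. Without a fold-change minimum, the alternative that moved these counts most, 395 and 1137 genes moved the same way. An interaction test found 776 genes in early ICMs whose KO effect differed between the lines (296 with the higher value in Oct4-KO, 480 with the lower) and 886 in late ICMs (395 and 491). Thinned counts gave 481 and 583.

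Whether the KO effect changed with stage was tested in the same way. Between morula and early ICM it differed for 462 genes in the Oct4 line (220 with a higher value in early ICM, 242 with a lower) and for 124 genes in the Sox2 line (54 and 70). Between early and late ICM it differed for 437 genes in the Oct4 line (291 and 146) and for 6 in the Sox2 line (5 and 1). In the Sox2 line DESeq2 gave 41 genes for the last of these, and thinned counts gave 1.

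Development in Ctrl embryos was measured to define the genes that an early ICM turns on. From morula to early ICM 4080 genes changed in the Oct4 line (1988 higher, 2092 lower) and 4489 in the Sox2 line (2422 higher, 2067 lower), and 1141 genes (8.12% of those tested) rose in both. From early to late ICM 2187 genes changed in the Oct4 line (1338 higher, 849 lower) and 407 in the Sox2 line (272 higher, 135 lower). limma on the rlog values moved these by the largest factor, to 1935, 2248, 857 and 156 genes, with 523 rising in both lines. Scaling by totals alone shifted the median of all genes from morula to early ICM by 0.10 on the log2 scale in the Oct4 line.

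Genes activated in the early ICM of one line were followed in the KO of the other. In Oct4-KO early ICMs the 2422 genes activated in Sox2 Ctrl embryos had a median log2 fold change of -0.38, against 0.05 for the other genes (camera p 2.37e-10, estimated correlation p 0.000248, fry p 9.70e-11). Of the 859 genes called lower there, 448 (52.2%) were in this set, which makes up 17.2% of the genes tested (Fisher's exact test, odds ratio 6.19, p 1.46e-130). In Sox2-KO early ICMs the 1988 genes activated in Oct4 Ctrl embryos had a median of -0.04 (camera p 0.285, estimated correlation p 0.501, fry p 0.218), so no shift of the set was detected. Of the 238 genes called lower there, 97 (40.8%) were in the set, against 14.1% of the genes tested (odds ratio 4.34, p 2.88e-24). The 1141 genes that rose in both lines held a smaller share of the genes called lower, 40.6% in Oct4-KO and 35.3% in Sox2-KO early ICMs. They had medians of -0.69 in Oct4-KO (camera p 1.89e-21) and -0.11 in Sox2-KO early ICMs (camera p 0.0191, estimated correlation p 0.250, fry p 0.0547). That set shares its Ctrl embryos with the comparison, and 100 simulated unchanged KO groups against the same Ctrl embryos gave medians that averaged -0.04 in the Oct4 line (lowest -0.07) and -0.03 in the Sox2 line (lowest -0.06). With genes at 0 UMIs in a group set to their bound, the medians of the sets were -0.38 and -0.68 in Oct4-KO and -0.04 and -0.11 in Sox2-KO early ICMs.

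MWT embryos were compared with Ctrl embryos, which differ from them in the maternal gene and can differ in the number of intact zygotic alleles as well. In Oct4 early ICMs the labels give the MEK inhibitor for the Ctrl embryos only, so a difference in treatment is not excluded there. In the Oct4 line 9 of 13,923 genes were called in morulae (7 higher in Ctrl, 2 lower), 52 in early ICMs (26 and 26) and 111 in late ICMs (73 and 38), and in the Sox2 line 359 in early ICMs (196 and 163). The first count depended on single embryos. It was 22 without MWT morula 10, 4 without MWT morula 3 or 7, and 3 without MWT morula 8 or Ctrl morula 11. The second was 31, 29, 30 and 23 without MWT early ICM 1, 3, 8 and 9. Fitting the groups of the comparison alone gave 37 genes in late ICMs. Totals alone gave 65 higher and 55 lower there. Pou5f1 and Sox2 themselves were not called between Ctrl and MWT embryos of the Oct4 line, with Pou5f1 at -0.05, 0.38 and -0.32 in the 3 stages. In Sox2 early ICMs Pou5f1 was lower in Ctrl than in MWT embryos (-1.01 ± 0.22, adjusted p 0.00105), at 56.8 ± 15.5 against 114 ± 12.8 CPM (mean ± SD, n = 8 and 7).

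The Ctrl embryos of the lines were compared as well. They differ in line and in the gene that lacks its maternal copy. Between Oct4 Ctrl and Sox2 Ctrl edgeR called 981 genes in morulae (629 higher in Oct4 Ctrl, 352 lower), 1397 in early ICMs (643 and 754) and 370 in late ICMs (201 and 169). limma on the rlog values gave 298, 432 and 158. Pou5f1 itself was lower in Oct4 Ctrl than in Sox2 Ctrl morulae (-1.95 ± 0.21, adjusted p 2.99e-12) and late ICMs (-1.33 ± 0.20, adjusted p 2.87e-06), and did not differ past the threshold in early ICMs (0.43 ± 0.19, adjusted p 0.0906).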

Values the study reported

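The study reported that loss of Pou5f1 altered 2485 genes (15.8%) in the late ICM and that loss of Sox2 altered 967 genes (6.1%) there. It described the transcriptome of Sox2-KO morulae as not significantly affected. From the morula to the early ICM of Ctrl embryos, 1115 genes (7.1%) were reported as upregulated. Of the genes with decreased expression in Pou5f1- or Sox2-KO early ICMs, the study put the share activated during normal development at around 50%.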

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

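The settings for depth, scaling, sex and label set were planned before the data were examined, but their use as tests of explanations for the differences in KO effect was chosen only after those counts were seen.

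The KO effect differed between the lines for 776 genes in early ICMs and 886 in late ICMs by an interaction test. The splits of the embryos were fitted on the groups of each comparison alone, where 782 and 693 genes differed. Only 1 of 100 splits, the real one, gave as many in each stage. The splits exchanged KO and Ctrl embryos within each line, which removes the KO effect from both. So many genes therefore do not arise without a KO effect. That the effects of the lines differ rests on the interaction test, since equal effects in both lines were not simulated. Thinning every embryo to the lowest total left 481 and 583 genes, so unequal depth is not the whole cause, although the counts fell with it. Scaling by totals or DESeq2 size factors, whichever was farther, gave 771 and 868, and adding Y-linked expression as a covariate gave 814 and 904. With the label set of the late ICMs (the 1 or 2 before the hyphen in their numbers) as a block, 772 genes differed in late ICMs. A difference between the lines already present in Ctrl embryos would leave genes that differ between the Ctrl groups and not between the KO groups, and these were 37 of the 776 and 33 of the 886. Genes that differed between the KO groups and not between the Ctrl groups numbered 541 and 664. A further 84 and 29 differed between the Ctrl groups and between the KO groups, and 114 and 160 between neither. For the 84 and 29, a part from a difference in Ctrl embryos stays open. In all, 3355 and 2043 genes were called between the KO groups. The targeted gene itself differs between the lines by design and remains the biological hypothesis. Breeding background, date of collection and library batch are not given by the labels, so a response to KO that depends on them cannot be told apart from the gene. Development at collection, named below as a candidate for part of the Ctrl differences in early ICM, was not separated from the gene either.

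The KO effect differed between morula and early ICM for 462 genes in the Oct4 line and 124 in the Sox2 line. With these groups alone it was 480 and 173, and 1 of 100 splits, the real one, gave as many in each line. These splits remove the KO effect from both stages, so they do not test whether it differs between them. Thinned counts gave 249 and 42 genes, the other scaling 454 and 126, and the Y-linked covariate 465 and 127. Too few transcripts in morulae for a fall to show applies to a part at most: of the genes that fell more in early ICMs, 45 of 242 and 14 of 70 had a Ctrl morula mean under 5 CPM. Stage came with culture, MEK inhibitor and removal of the trophectoderm, and these cannot be told apart from stage. A whole morula against an isolated ICM also changes which cells were sampled.

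Between early and late ICM the KO effect differed for 437 genes in the Oct4 line. With these groups alone it was 296, and 1 of 100 splits, the real one, gave as many. Here too the splits remove the KO effect from both stages and do not test whether it differs. The difference held with thinned counts (244), the other scaling (404), the Y-linked covariate (425) and the label set as a block (349). In the Sox2 line 6 genes differed, and 3 with these groups alone. Of 100 splits 4, the real one included, gave at least these 3, and 1 split gave 78. As many as 3 were therefore uncommon without a KO effect, which does not test a change with stage. The 6 were not compared with splits. Unequal depth cannot be told apart from an effect of stage here, since thinned counts left 1 gene. The other scaling gave 6 and the Y-linked covariate 5. The label set as a block gave 6, and with so few genes that decides nothing. DESeq2 called 41.

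Total UMIs, Pou5f1 and Sox2 were each examined in the 16 groups for an embryo far from the others, by a gap above Dixon's critical value at the 95% level. Of these 48 sets of values 6 stood out, where that level alone lets about 1 in 20 pass. Among Oct4-KO embryos, Pou5f1 was at 4.68 CPM in early ICM 5 (4 UMIs, next embryo 1.30), at 3.45 CPM in morula 5 (3 UMIs, the others 0) and at 1.25 CPM in late ICM 2-2 (1 UMI, the others 0). The last rests on a single molecule and was not tested further. If Ctrl transcripts had mixed into the other libraries, the genes lower in KO would keep more of their Ctrl level there. In the early ICM they kept a median of 35.1% (the other embryos 27.5% to 37.1%), and in the morula 39.6% (29.0% to 39.4%). Mixing at the share that Pou5f1 would need adds 4.29 and 10.4 points, about as much as the embryos differ, so mixing cannot be told apart from residual transcripts. No biological explanation was tested.

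The other 3 concerned Ctrl and MWT embryos. Sox2 was at 32.1 CPM in Sox2 Ctrl morula 14 (36 UMIs, next embryo 15.4). An embryo further along in development would have a higher PC1 than the others, and its PC1 of -29.7 lay within their range (-38.5 to -27.6). The call of Sox2 in Sox2-KO morulae by edgeR depended on this embryo. Pou5f1 was at 218 CPM in Sox2 Ctrl late ICM 1-4 (187 UMIs, next 129), with a PC1 of 28.5 inside the range of its group (26.2 to 32.3), so it did not look like an embryo of another stage. Oct4 MWT late ICM 15 had 894 kUMIs (next 676), and its PC1 of 23.3 was within that of the others (16.5 to 31.2). Apart from developmental stage, no biological explanation was tested for these 3.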

How the results depend on the processing

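The fit of the replicate-block embryos without the block was chosen only after the blocked result was seen.

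Counts below are of called genes, and one is taken as unchanged within 1.5 times its value. All 32 results stayed so with DESeq2 size factors, with totals alone, with the Y-linked covariate and with the filter of 10 CPM in 8 embryos, as did the 8 results with the label set as a block and the 6 tests of lists and sets under fry. Where a result changed, the cause was not tested unless stated. None reversed.

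Dropping the fold-change minimum raised counts by construction. The KO comparisons gave 206, 2950 and 4450 genes in Oct4-KO morulae, early and late ICMs and 989 and 1935 in Sox2-KO early and late ICMs. Morula to early ICM gave 6748 (Oct4 Ctrl) and 7270 (Sox2 Ctrl), early to late ICM 4560 and 1013, and 1898 rose in both lines. Ctrl against MWT gave 89 and 220 in Oct4 early and late ICMs and 881 in Sox2 early ICMs. The Ctrl lines differed in 2950, 3644 and 807 genes, and 395 and 1137 changed the same way in both KO lines.

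limma on the rlog values, which are shrunken toward the mean, gave 56, 611 and 1236 genes in Oct4-KO morulae, early and late ICMs and 207 and 439 in Sox2-KO early and late ICMs. Morula to early ICM gave 1935 and 2248, early to late ICM 857 and 156, and 523 rose in both lines. The Ctrl lines differed in 298, 432 and 158 genes. Ctrl against MWT gave 29 and 71 in Oct4 early and late ICMs and 140 in Sox2 early ICMs. Genes changed the same way in both KO lines were 77 and 272. The difference in Sox2-KO effect between late and early ICM rose to 10.

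Thinning to the lowest total removes molecules, so fewer calls follow from the construction. It gave 65 genes in Oct4-KO morulae and 0 in Sox2-KO morulae by edgeR, with 693 at an unadjusted p under 0.05 and 0 by DESeq2. The differences in KO effect were 481 and 583 between lines, 249 and 42 between early ICM and morula, and 244 and 1 between late and early ICM. Early to late ICM in Sox2 Ctrl gave 243, the Ctrl lines in late ICM 235, and Ctrl against MWT 5, 20 and 66 in the Oct4 line and 198 in Sox2 early ICMs. Sox2 in Sox2-KO morulae had a log2 fold change of -3.11 and was not called.

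DESeq2 gave 15 genes for Ctrl against MWT morulae and 41 for the Sox2-KO effect between late and early ICM. No filter gave 15 for the first. With MWT embryos in the fit the second was 3, and with the groups of the contrast alone it was 3, while Ctrl against MWT in Oct4 late ICMs gave 37. With the estimated correlation, 3 lists in place of 5 were past the threshold in Oct4-KO early ICMs. The genes activated in both lines, which share Ctrl embryos with the test, had a median of -0.11 in Sox2-KO early ICMs and passed only with the preset correlation (camera p 0.0191, estimated correlation p 0.250, fry p 0.0547). The share of variance was 53.8% with 2000 genes and 61.0% with the rlog values.

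The labels reuse replicate numbers between groups. Embryos of the same number correlated at r below 0.1 for at least 1 pair in each group with a block, so the numbers do not pair all the embryos. In Sox2 late ICMs the mean r was 0.180 over 4 such pairs (-0.011 to 0.262). It was -0.012 for other pairs and 0.092 within a label set. Pairing of some embryos is therefore not excluded there, where the block gave more genes than the same embryos without it. The replicate block gave 282 genes in Oct4-KO morulae, 842 in Oct4-KO early ICMs, 639 in Sox2-KO late ICMs and 112 changed the same way in both lines in early ICMs. The same embryos without the block gave 864 in Oct4-KO early ICMs, 227 in Sox2-KO early ICMs, 321 in Sox2-KO late ICMs and 77 in both lines, so fewer embryos account for the lower counts of Oct4-KO early ICMs. Oct4 late ICMs shared 1 number and Sox2 morulae 0, so no block was run there. The spike-in scaling was not run, since spike-ins were not used here.

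Leaving out 1 embryo at a time gave 85 to 128, 1415 to 1562 and 2385 to 2542 genes in Oct4-KO morulae, early and late ICMs, and 382 to 482 and 849 to 1043 in Sox2-KO early and late ICMs. Sox2-KO morulae gave 0 to 2 genes (0 by edgeR without Sox2 Ctrl morula 14, with 564 at an unadjusted p under 0.05 and 1 by DESeq2, and 2 without Ctrl morula 7), with Sox2 at -3.23 to -2.68. Ctrl against MWT gave 3 to 22 in Oct4 morulae, where the extremes were without Ctrl morula 11 or MWT morula 8 (3) and without MWT morula 10 (22), and 4 without MWT morula 3 or 7. It gave 23 to 71 in Oct4 early ICMs, with 31, 29, 30 and 23 without MWT early ICM 1, 3, 8 and 9, then 77 to 142 in Oct4 late ICMs and 262 to 454 in Sox2 early ICMs.

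Of the 162 calls of named genes, DESeq2 kept 159, thinned counts 149 and limma on the rlog values 141. The replicate block kept 88 of 111, and the same embryos without the block kept 81, so the loss came with fewer embryos. Depth limits genes at 1 CPM or less, for which an embryo holds about 1 UMI, and it fell from morula to late ICM.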

Other observations

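The tests of the stage of MWT early ICMs, of Sox2 left in Sox2-KO embryos, of Pou5f1 between the Ctrl lines, of PC1 between Ctrl groups of 1 stage, of abundant trophectoderm genes ranked in MWT ICMs and of single lists over splits were chosen only after the results were seen.

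Other splits of the same embryos were compared with each result, in fits of the groups of each comparison alone, whose counts differ from those of the fit of all groups. For the KO comparisons these were 135, 1440 and 2306 genes in Oct4-KO morulae, early and late ICMs and 433 and 845 in Sox2-KO early and late ICMs, and 1 of 100 splits, the real one, gave as many in each, so chance can be excluded there. In Sox2-KO morulae (1 gene) it was 3 of 100. The same held (1 of 100) for the Ctrl stage comparisons, for the Ctrl lines and for Ctrl against MWT embryos except Oct4 morulae (2 of 100). For the genes changed the same way in both lines it was also 1 of 100. Those splits remove the KO effect of both lines, so they do not test overlap beyond that of unrelated effects. For the number of lists past the threshold, 8, 29, 29 and 40 of 100 splits gave as many in Oct4-KO early, Oct4-KO late, Sox2-KO early and Sox2-KO late ICMs, so chance is not excluded for that number. The medians of single lists were compared in the same way. Those of both pluripotency lists were farther from 0 than in any other split in all 4 comparisons. The genes of the lists from the study's text were chosen on these embryos, so their splits are not independent evidence. In the same order, the real split included, 6, 1, 1 and 1 splits were as far from 0 for the 7 trophectoderm genes from the study's text, 12, 1, 1 and 71 for the trophectoderm list of 25 genes, and 1, 1, 8 and 54 for the metabolic genes, so chance is not excluded for either trophectoderm list in Oct4-KO early ICMs. For primitive endoderm genes it was 2, 2, 66 and 54, for MAPK targets 1, 2, 5 and 87, for Sox15 36, 17, 15 and 97, and for Y-linked genes 84, 10, 63 and 22. For the genes activated in the other line only medians as low as the real one or lower were counted. In Oct4-KO early ICMs 1 of 100 splits gave such a median, and in Sox2-KO early ICMs 21 of 100, where chance is not excluded.

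Late ICMs numbered with a first digit of 1 or 2 deviated together. Between these sets 112 genes differed in the Oct4 line and 78 in the Sox2 line, against at most 10 and 13 in other splits, and 1 of 100 splits, the real one, gave as many in each line. What the sets stand for is not stated in the labels. Both sets occur in Ctrl and KO embryos.

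The source names place the Oct4 MWT early ICMs among morulae and the late ones among early ICMs. The lowest PC1 of the 5 early ICMs was 2.25, above the highest of the MWT morulae at -26.6, and they differed from Ctrl morulae in 3620 genes against 52 from Ctrl early ICMs. The late ones differed from Ctrl early ICMs in 2144 genes and from Ctrl late ICMs in 111. Both speak against the stage in the source name.

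Differences between Ctrl groups of 1 nominal stage may reflect embryos further along in development. The change from early to late ICM in Oct4 MWT embryos, which are in neither comparison of the lines, gave a direction for 3624 genes. Among these embryos the labels give the MEK inhibitor for the late ICMs only, so the direction may carry its effect. Of the genes that differed between the lines in early ICM and had such a direction, 95.8% (597 of 623) were shifted toward late ICM in Sox2 Ctrl. PC1, which follows stage, was also 10.1 higher in Sox2 Ctrl, beyond the larger SD of the groups (8.45). In Sox2 early ICMs, 84.4% (108 of 128) were shifted toward late ICM in Ctrl relative to MWT, and PC1 was 9.56 higher in Ctrl (SD 8.45). Both early ICM comparisons use the same Sox2 Ctrl embryos, so they are not independent, and a chance deviation of that group would move both. No share expected without a lead is given here. Development at collection is therefore only a candidate explanation for part of the differences in early ICM. The gene deleted in each line, breeding and collection stay open. In late ICM 24.6% (30 of 122) were shifted toward late ICM in Sox2 Ctrl, but PC1 differed by -0.33 against an SD of 2.08, so a lead of one line there cannot be told apart from other differences of the lines.

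A delay of normal development would keep Oct4-KO late ICMs within the range of the Ctrl stages. Of 2520 genes called with all embryos in the fit, 647 (25.7%) lay outside the range of the 3 Ctrl stage means by more than 1 on the log2 scale, 445 above and 202 below. In Oct4 MWT late ICMs 28 of 111 called genes (25.2%) did, so the share alone does not set the KO apart. Over all genes tested 701 lay outside in KO and 118 in MWT embryos. Delay is not the whole cause by that count, and it may still account for part.

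Sox2-KO early ICMs kept 22.9% of the Ctrl mean of Sox2. Reads assigned to the wrong embryo within a pool could leave such a residue. If both lines were pooled alike, they would leave a like share of Pou5f1 in Oct4-KO early ICMs, where 1.32% was left. The pools are not given by the labels, so wrong assignment is argued against only under that condition. Transcripts from the remaining part of the targeted locus, or of Sox2ot on the same strand, stay open and were not tested.

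Pou5f1 was lower in Oct4 Ctrl than in Sox2 Ctrl morulae. One intact allele in the Oct4 line would lower it at each stage, and in early ICMs the difference was 0.43 ± 0.19 (log2, SE, adjusted p 0.0906), above 0 by more than its SE. That value rests on Sox2 Ctrl early ICMs, where Pou5f1 was itself lower than in MWT embryos of the line (-1.01 ± 0.22, adjusted p 0.00105). It therefore cannot decide whether a single intact allele was the cause, and other causes were not tested.

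Trophectoderm cells left on KO ICMs might raise trophectoderm genes. They would bring all abundant transcripts of these cells, so falls among these would argue against them. Of the 5 genes of the list most abundant in MWT ICMs, which are in none of these comparisons (Sfn, Slc2a3, Krt8, Cldn4 and Fabp3), the number that fell by more than its SE was 0 in Oct4-KO early, 0 in Oct4-KO late, 0 in Sox2-KO early and 0 in Sox2-KO late ICMs. Over the whole list 2, 0, 1 and 3 genes were called lower in the same order. In Oct4-KO late ICMs no called gene of the list therefore goes against such cells. In the other groups the lower genes do, but a loss of expression in the ICM itself would lower them too. Trophectoderm cells left on the KO ICMs cannot be told apart from expression in the ICM, since no isolated trophectoderm is among the groups analysed here. Fabp3 went from 345 to 2876 CPM in Oct4-KO early ICMs, and Id2 from 68.8 to 656 CPM in Sox2-KO early ICMs.

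Sox2 varied among the Oct4-KO late ICMs, from 6 to 173 UMIs. Embryos with more trophectoderm transcripts might have less Sox2. Pearson's r between the mean of the trophectoderm list and Sox2 was -0.62 (two-sided exact permutation p 0.0995, n = 8) and Spearman's rho -0.64 (exact permutation p 0.0962). Without the 2 embryos farthest from the median of the list, r was 0.01. The relation was not past the threshold and rests on those embryos.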
